A study of Mus musculus with 8 samples.

How the data were processed

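Single-cell RNA sequencing was performed on frontal isocortex of mice at postnatal day 7, per the labels. Cells were sorted by flow cytometry for a Drd1a-tdTomato transgene (a bacterial artificial chromosome reporter, called D1Tom here) or for a golli-τ-eGFP transgene (called GTE here). Controls carried floxed Foxp2 alleles without Cre, and conditional knockouts (cKO) carried Emx1-Cre in addition. Each of the 2 sorts had 2 control and 2 cKO libraries, 8 in all, with groups and replicate numbers taken from the labels. Libraries were made with a 10x Genomics Chromium kit and sequenced on a NextSeq 500, per the labels' protocols. The genome build behind the tables is not stated in the labels, so no coordinates are given and genes carry the symbols of the tables. Of these symbols, 92.2% in D1Tom and 94.0% in GTE matched the GENCODE M21 annotation, which was used only for names and for the order of neighbouring genes.

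The authors deposited a table of counts per gene and cell for each sort, with 17836 genes and 11494 cells in D1Tom and 15769 genes and 11382 cells in GTE. Every value was a whole number. The deposited totals of counts and of detected genes equalled the column totals for every cell. The deposited fraction of mitochondrial counts per cell was recomputed from the tables and differed by less than rounding error, and the deposited fraction of ribosomal counts was not used here. The counts did not behave like plain numbers of molecules. Values of 2 were 1.69 times as frequent as values of 1 in D1Tom control 1, 1.54 times in D1Tom cKO 1, 0.723 times in D1Tom control 2 and 0.307 times in D1Tom cKO 2. In GTE the ratios were 0.923 for control 1, 1.35 for control 2, 0.931 for cKO 1 and 1.03 for cKO 2. Poisson intervals on sums of counts were therefore not used. The tables have a gene named Drd and none named Drd1, and what Drd stands for is not stated in the labels. It was taken for Drd1 because adding a final 1 gives a symbol of the annotation that the tables lack, and it is called Drd throughout. Both tables also lack Drd3, and the GTE table lacks Drd4, so this absence alone does not single out Drd1. Transcripts of the reporters, Cre and Xist were not analysed here.

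Per the labels, D1Tom control 1 and cKO 1 were prepared in 1 batch and D1Tom control 2 and cKO 2 in another. The text given for GTE repeats the D1Tom wording on batches and contradicts the sexes given for the GTE animals, so GTE batches were treated as unknown. The deposited batch column gives a batch name for GTE cKO 1 and repeats the library name for the other GTE libraries. In D1Tom only cKO 2 was labelled male, and only it had counts from the tested Y-linked genes. Of the 5 sex-linked genes listed for this check, those analysed fell on the labelled sexes in both sorts, with only 4 counts of Ddx3y and 2 of Eif2s3y in the female GTE cKO 2 library. The libraries of each group differed in their number of cells and total count, and no library was treated as a repeat of another. Same-numbered D1Tom libraries deviated together from their group means, with a correlation of 0.548 across 14508 genes, which are not independent replicates. The D1Tom numbers were taken to pair the libraries, since the labels give them a shared batch.

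Cells with at least 500 counts were clustered within each sort, which left out 143 GTE cells and 0 D1Tom cells. Counts were scaled to equal totals per cell, log-transformed and standardised within each library over 2000 variable genes. Clusters came from 30 principal components, a graph of 20 neighbours and the Leiden method at resolution 1. Foxp2, Drd, sex-linked genes, dissociation genes and mitochondrial, ribosomal and haemoglobin genes were left out of the clustering. A cluster took a name ending in "-like" from 1 of 18 fixed marker lists. It needed at least 3 markers at 2-fold or more over the other cells, a median fold of at least 2 over the list, and at least as many markers among its 10 leading genes as any other list. In D1Tom 17 of 25 clusters were named, with 66.0% of the cells, and in GTE 9 of 15, with 36.5%. Fos was among the leading genes of 1 astrocyte-like cluster in each sort, and Cd74 led another astrocyte-like D1Tom cluster. The names were rebuilt here and can differ from the authors' own. Doublets were scored per library by the method of Scrublet, whose automatic threshold marked only 1 to 77 cells per library. An alternative therefore left out the highest scores, at 0.8% per 1000 cells, and all cells were kept otherwise.

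Counts were summed per library, over all cells or per cell type, and tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with TMM factors, its default filter on low counts and Benjamini-Hochberg adjustment at 0.05. Cells were never used as replicates. Each sort was fitted alone, 2 libraries against 2, without a batch term. Cell types with at least 30 cells in each of the 4 libraries of a sort were fitted, which gave 12 types in D1Tom and 8 in GTE. Over all 8 libraries, 1 model held sort and genotype as additive terms and another held their interaction. Numbers of cells per type were tested with edgeR against the library's cell total, without TMM factors or a dispersion trend. An exact 2-sided permutation test of the shares was added, which cannot go below 0.333 with 2 libraries against 2. Standard errors of log2 fold changes were derived from the F statistic. Shares of cells with a count were compared after thinning each cell to 1000 counts, with exact binomial (Clopper-Pearson) 95% intervals. A share of 0 is given with the upper limit that 3 counts allow. Intervals and limits cover counting error only.

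The tests were tried on simulated counts with 200 genes changed 4-fold and with the spread of the data. For D1Tom over all cells (14508 genes), edgeR recovered 165 of them with 26 false calls. For GTE over all cells (12042 genes) it recovered 75 with 3 false calls. For both sorts together (14026 genes) it recovered 176 with 7 false calls, and for the interaction (14026 genes) 14 with 6 false calls. Among D1Tom cell types the number recovered lay between 88 in Cajal-Retzius-like cells (8757 genes) and 181 in cluster 8 (11114 genes), with 1 to 33 false calls per type. Among GTE cell types it lay between 0 in oligodendrocyte-like cells (1056 genes) and 84 in astrocyte-like cells (8572 genes). The test of cell numbers found 15 of 100 simulated 4-fold changes in D1Tom (18 types) with 11 false calls, and 3 of 100 in GTE (13 types) with 6 false calls. Simulated libraries varied independently, whereas same-numbered D1Tom libraries deviated together (correlation 0.548). The numbers recovered and the false calls may therefore differ in the D1Tom data, and 0 calls there do not exclude 4-fold changes.

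The design, the tests, the marker lists, 68 alternatives and the rule for naming genes were fixed before the data were examined. The rule names a list of 16 genes (Foxp2, Foxp1, Foxp4, Drd1 to Drd5, Ppp1r1b, Adcy5, Gnal, Pde10a, Penk, Pdyn, Tac1 and Sema6a), the 5 sex-linked genes and 10 genes of a dissociation response. Per comparison over all cells it also names up to 5 higher and 5 lower genes with the largest change among those with adjusted p under 0.05, a mean of at least 10 CPM, that is counts scaled to a common library total, and both cKO libraries on the same side of both controls. Per cell type the limit is 3 higher and 3 lower, and where no gene passes, the 3 genes with the smallest p are named as not passing. Some genes that this rule names are not reported here. Any other gene was chosen after its values were seen, among them Emx1, Sfxn1 and the genes called under a single alternative.

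The alternatives were other size factors, DESeq2 1.42.0, no filter on low counts, doublets left out, neuron-like cells only, all 8 libraries in 1 fit, the replicate number as a block, other thinning depths, and leaving out each library in turn. Foxp2 and Drd levels were also computed with each cell type at its mean share. The block adds a term to a fit of few libraries, so little is left to estimate the spread. It was not tried on the simulated counts, so its rate of false calls is unknown. A further 10 alternatives were chosen after seeing the data. They were DESeq2 with a local dispersion trend, numbers of cells with at least 1 count in place of summed counts, cell types at their mean share for the numbers of genes, the doublet threshold above, and clusters by number in place of named types. Clustering and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2, scikit-image 0.26.0 and matplotlib 3.10.9.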

Results

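Cells of the frontal isocortex were compared between control mice and mice lacking Foxp2 in the Emx1-Cre lineage, in cell type composition and in gene expression, with attention to the dopamine D1 receptor. Each sort held 2 control and 2 cKO libraries. The D1Tom libraries had 3206 cells in control 1, 2395 in control 2, 2812 in cKO 1 and 3081 in cKO 2, with total counts of 36379194, 35967174, 29491644 and 27323298. The GTE libraries had 3948, 3071, 1440 and 2923 cells in the same order, with 6092396, 4878370, 5070399 and 5655835 counts. Median counts per cell lay between 7198 and 12815 in D1Tom. In GTE they were 1085.5, 1163, 2982 and 1268, so GTE cKO 1 held fewer and deeper cells than the other GTE libraries. All fold changes below are cKO over control on the log2 scale, and every level is in CPM of the library or cell type.

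Foxp2, the targeted gene, was examined first in every library. Over all D1Tom cells it was at 36.3 CPM in control 1 and 39.1 in control 2, against 26.5 in cKO 1 and 19.4 in cKO 2. The means were 37.7 ± 1.98 and 23.0 ± 5.01 CPM (SD, n = 2 libraries each). Both cKO libraries lay below both controls, which chance gives in 1 of 6 cases for a known direction. The log2 fold change was -0.67 (SE 0.16), and it did not pass edgeR's threshold over all genes (adjusted p 0.998). DESeq2 with a local trend moved this most, to an adjusted p of 0.0263, in a range of 0.0263 to 1.00 over 14 alternatives. In GTE, Foxp2 was at 9.52 and 46.9 CPM in control 1 and 2 and at 25.4 and 7.43 CPM in cKO 1 and 2. The GTE groups overlapped (log2 -1.19, SE 0.54, edgeR adjusted p 0.914), and without GTE control 2 the fold change was 0.081. The interaction of genotype and sort for Foxp2 was -0.50 on the log2 scale (edgeR adjusted p 0.945), and 0.69 without GTE control 2.

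In layer 6 corticothalamic-like cells of D1Tom, Foxp2 was at 266 and 224 CPM in the controls and at 70.1 and 60.1 CPM in the cKO libraries (means 245 ± 30.2 and 65.1 ± 7.05, SD, n = 2). Foxp2 was left out of the clustering but was among the leading genes of 1 of the clusters of this type. The log2 fold change was -1.94 (SE 0.20) with an edgeR adjusted p of 0.102. By DESeq2 the adjusted p was 3.29e-06 and with the replicate number as a block in edgeR it was 5.07e-10. Over 10 alternatives it ranged from 1.39e-12 to 0.127, with 4 under 0.05. In interneuron-like cells Foxp2 was higher in both cKO libraries, at 67.1 and 46.5 CPM, than in both controls, at 13.8 and 17.8 CPM (log2 1.87, SE 0.27, edgeR adjusted p 0.789). Over 10 alternatives the adjusted p ranged from 9.29e-06 to 0.999, with 5 under 0.05. These were DESeq2 (0.00416), DESeq2 with a local trend (1.50e-05), edgeR with no filter on low counts (0.00855), edgeR with the block (9.29e-06) and edgeR without cKO 2 (log2 2.03, 0.0318). Without cluster 18, which is 1 of the interneuron-like clusters, the CPM values were 2.71 and 16.4 in the controls and 5.47 and 3.95 in the cKO libraries, so the groups overlapped. Over the 11 cell types in which Foxp2 could be tested, it was lower in 8, with fold changes from -2.18 to 1.87. Both cKO libraries lay below both controls in 5 types and above them in 1, where chance gives either order in 1 of 3 cases per type. The types are parts of the same 4 libraries and are not independent. None of the 11 passed edgeR's threshold, and 5 did with the block.

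The expression of Drd was compared next. Over all D1Tom cells it was at 65.5 and 64.4 CPM in control 1 and 2 and at 27.3 and 21.0 CPM in cKO 1 and 2, means of 65.0 ± 0.728 and 24.2 ± 4.42 (SD, n = 2). The log2 fold change was -1.37 (SE 0.14), the smallest p of all 14508 genes, and its edgeR adjusted p was 0.765. By DESeq2 the adjusted p was 6.23e-09, and over 14 alternatives it ranged from 1.68e-19 to 1.00, with 2 under 0.05. The direction was the same in all 14, from -1.45 to -0.86, the smallest change being among neuron-like cells only. In batch 1 (control 1 and cKO 1) and in batch 2 (control 2 and cKO 2) the cKO library was the lower. D1Tom cells carry a Drd1a reporter transgene, and Sfxn1, the next gene to Drd1 in the annotation, fell with Drd. It was at 1450 and 1297 CPM in the controls and 731 and 543 CPM in the cKO libraries (log2 -1.05, SE 0.20, edgeR adjusted p 0.998). In GTE, Drd was at 1.97, 6.97, 2.17 and 2.30 CPM in control 1, control 2, cKO 1 and cKO 2, and the groups overlapped (log2 -1.25, SE 0.76, edgeR adjusted p 0.984). The interaction with sort was 0.11 on the log2 scale (edgeR adjusted p 0.985), and it was -0.40 without GTE control 1 and -0.29 without GTE cKO 2.

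**Figure D1:**
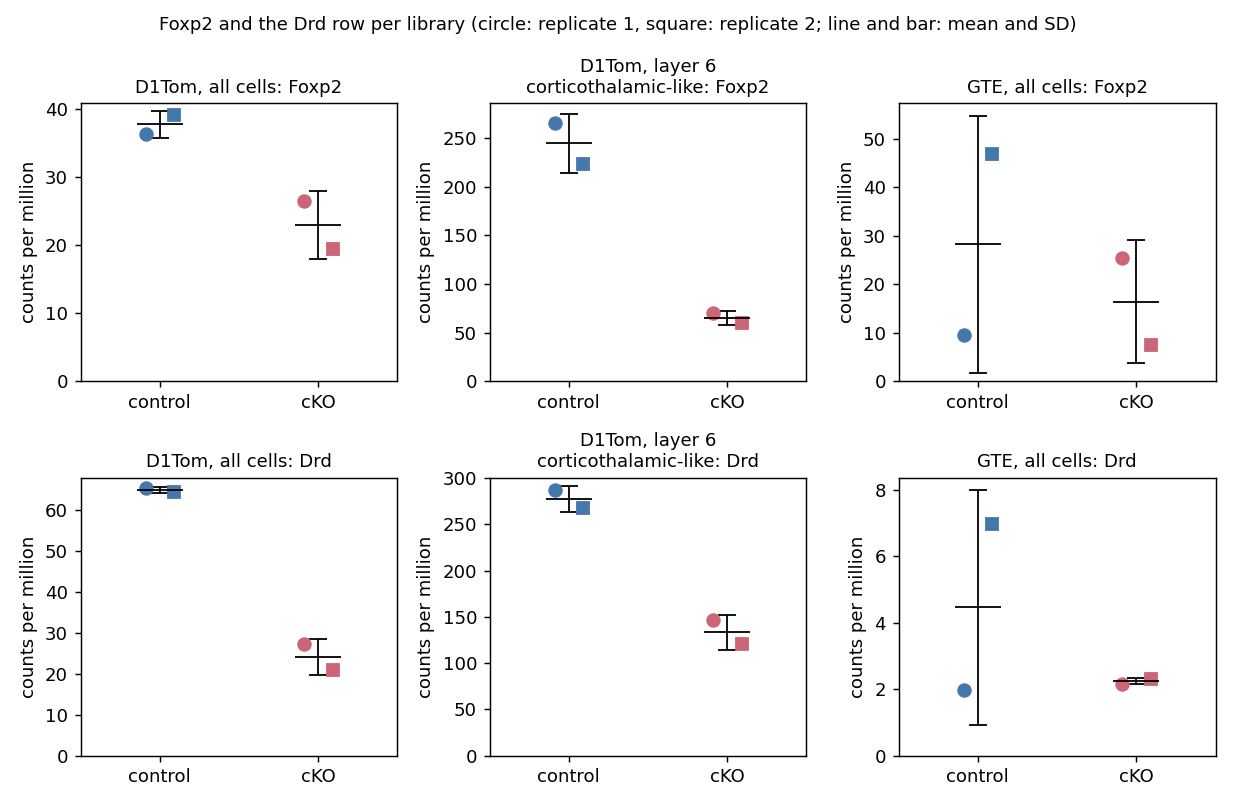
Levels of Foxp2 (top) and Drd (bottom) in CPM per library in all D1Tom cells, layer 6 corticothalamic-like D1Tom cells and all GTE cells, with circles for replicate 1, squares for replicate 2, and a line and bar for mean and SD. In D1Tom both cKO libraries lie below both controls for both genes (Drd 27.3 and 21.0 against 65.5 and 64.4 CPM), and in GTE the groups overlap.

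After thinning each cell to 1000 counts, 4.29% of cells in D1Tom control 1 had a Drd count (95% interval 3.61 to 5.05) and 4.97% in control 2 (4.13 to 5.92). The shares were 2.43% in cKO 1 (1.89 to 3.07) and 2.18% in cKO 2 (1.69 to 2.76). Unthinned shares were 21.3%, 35.9%, 11.3% and 12.6% in the same order, and thinning left out 12, 0, 11 and 2 cells. Background was read from control cell types that should lack the receptor. The thinned share was 1.23% in astrocyte-like cells (17 of 1379) and 1.64% in oligodendrocyte precursor-like cells (11 of 672), at median depths of 8694 and 8372.5 counts. In control 1 and control 2 apart it was 0.917% and 1.78% in astrocyte-like cells, and 0.843% and 2.53% in oligodendrocyte precursor-like cells. For both controls together it was 4.44% in oligodendrocyte-like cells (2 of 45), at a median depth of 12793 counts. In microglia-like cells it was 0 of 32, which allows a share of up to 9.38%, at a median depth of 14019 counts. In endothelial-like cells it was 0 of 168, which allows a share of up to 1.79%, at a median depth of 21388.5 counts. In layer 6 corticothalamic-like control cells it was 22.1% (65 of 294, interval 17.5 to 27.3) at a median depth of 15542.5 counts. Per library of that type it was 23.7% and 19.2% in the controls and 11.4% and 19.3% in the cKO libraries, so the groups overlapped, with 2 cells of cKO 1 left out and none of the other libraries. At 500 counts these shares were 8.95%, 11.5%, 8.89% and 9.64%, and at 2000 counts 38.9%, 39.4%, 20.6% and 23.6%, where thinning left out 15, 0, 22 and 11 cells. Unthinned they were 71.1%, 90.4%, 44.4% and 69.9%, at median depths of 15288.5, 15961, 4047.5 and 12470 counts. In GTE the thinned shares were 0.182%, 0.274%, 0.140% and 0.105%, from 4, 5, 2 and 2 cells, with 1752, 1244, 10 and 1022 cells left out. Unthinned they were 0.152%, 0.456%, 0.486% and 0.274%. All thinned GTE shares were below that of D1Tom astrocyte-like cells, and no difference was detectable at this depth.

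By cell type, Drd was lower in all 11 D1Tom types tested, with fold changes from -2.05 to -0.38. Both cKO libraries lay below both controls in 9 of them, where chance gives either order in 1 of 3 cases per type and the types share the same 4 libraries. Interneuron-like cells, 1 of these 9, had the smallest change, and without cluster 18 Drd was at 40.4 and 47.0 CPM there in the controls and at 42.8 and 38.7 CPM in the cKO libraries (log2 ratio of mean CPM -0.10), so the groups overlapped. Only unnamed cluster 2 passed edgeR's threshold, and 5 types did with the block. In layer 6 corticothalamic-like cells Drd was at 288 and 268 CPM in the controls and at 147 and 120 CPM in the cKO libraries (log2 -1.08, edgeR adjusted p 1.00). With the block in edgeR the adjusted p was 3.45e-05, the lowest of 10 alternatives whose highest was 1.00, with 3 under 0.05. Sfxn1 was lower in all 12 fitted D1Tom types, with fold changes from -1.49 to -0.51. It passed edgeR's threshold in 1, cluster 2, and with the block in 10, all but Cajal-Retzius-like and interneuron-like cells (0.266 and 0.158), while over all cells the blocked edgeR adjusted p was 0.184.

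**Figure D2:**
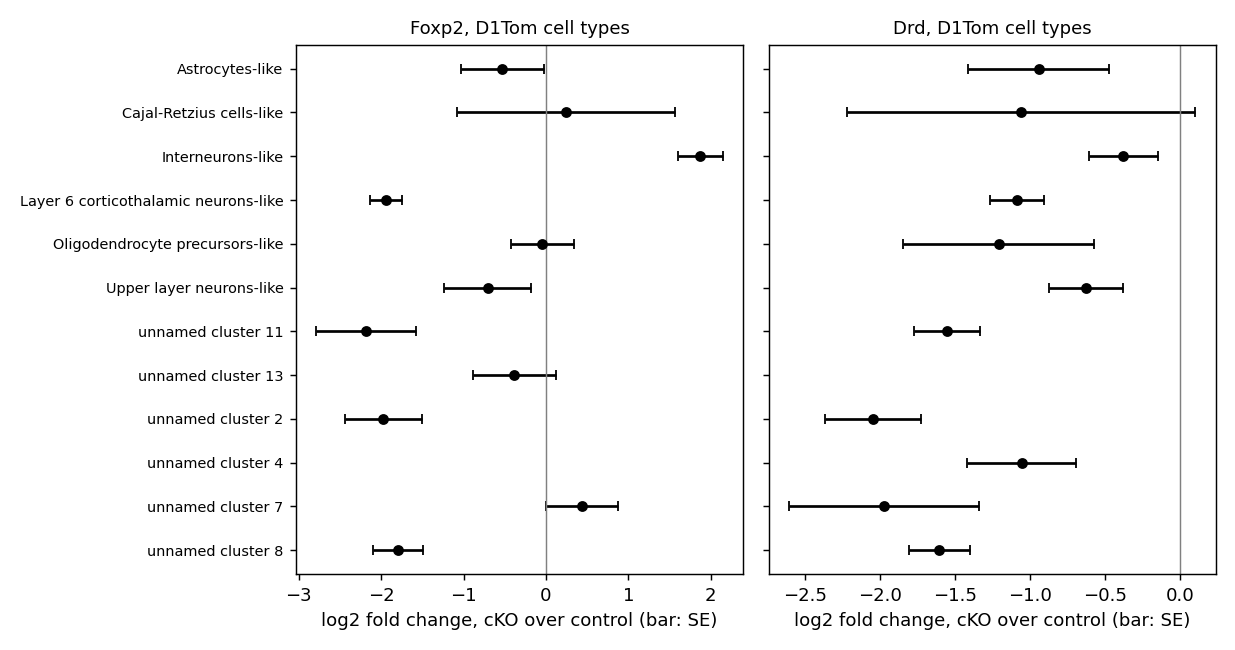
Log2 fold changes of cKO over control with SE bars for Foxp2 and Drd in the 12 fitted D1Tom cell types, blank where a gene was not tested. Drd lies below 0 in 11 of 11 types and Foxp2 in 8 of 11, with interneuron-like cells at 1.87 for Foxp2.

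Gene expression over all D1Tom cells was then compared. Of 14508 genes tested by edgeR, 0 passed the adjusted threshold and 320 had an unadjusted p under 0.05. DESeq2 called 20 genes, 16 higher and 4 lower, with 305 at an unadjusted p under 0.05. Drd, Sp9, Sp8, Sfxn1 and Emx1 were among the 20. DESeq2 with a local trend moved this most, to 50 genes. The replicate block gave 1 gene, mt-Co2 (log2 -3.00, edgeR adjusted p 0.0218, in a range of 0.0218 to 1.00). Its level differed 2.88-fold between the controls, and in both groups replicate 2 was the higher. It was at 83.5 CPM in control 1 and 8.75 CPM in cKO 1, and at 240 CPM in control 2 and 32.0 CPM in cKO 2. Leaving out cKO 1 gave 5 genes, mt-Atp8, Ddx3y, Eif2s3y, Kdm5d and Retnla, of which 3 are Y-linked and the remaining cKO library is male. Leaving out control 2 gave 6. These genes were chosen after their values were seen. The 3 genes with the smallest p were Drd, Sp9 and Sp8, and none passed. Sp9 rose from 10.7 and 8.17 CPM in the controls to 30.8 and 34.4 CPM (log2 1.86), and Sp8 from a mean of 9.45 ± 2.19 to 31.5 ± 1.27 CPM (SD, 2 libraries each, log2 1.81), each with an edgeR adjusted p of 0.765. Both genes lead cluster 18, which held 25 and 3 cells in the controls and 109 and 67 in the cKO libraries. Emx1, chosen after its values were seen and the gene that carries the Cre insertion, was at 24.5 and 25.9 CPM in the controls and at 12.3 and 10.4 CPM in the cKO libraries (log2 -1.09, SE 0.16, edgeR adjusted p 0.998). It was lower in 10 of the 10 cell types tested, which are parts of the same 4 libraries. It passed edgeR's threshold in none of them, and in 1 with the block.

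Of the 16 listed genes, 14 were tested in D1Tom. Adjusted over the list alone, 1 passed edgeR's threshold, which was Drd (0.00131), while Foxp2 had 0.0506 and Ppp1r1b 0.0617. Adjusted over all genes tested, 0 passed by edgeR and 1 by DESeq2, with 3 at an unadjusted p under 0.05 by edgeR. Ppp1r1b was at 39.9 and 19.0 CPM in the controls and 14.5 and 8.45 CPM in the cKO libraries (log2 -1.30, SE 0.37), and it is among the leading genes of a layer 6 corticothalamic-like cluster. Without control 1 its log2 fold change was -0.74, and without control 2 it was -1.70. Ppp1r1b passed over all genes only by DESeq2 with a local trend (adjusted p 0.0472, range 0.0472 to 1.00). The count over the list alone was 2 without control 2 and 3 with the block. In both cKO libraries 5 of the genes lay below both controls and 1 above, where chance gives either order in 1 of 3 cases, and fold changes ran from -1.37 to 0.46. In GTE 11 were tested, and 0 passed by edgeR or by DESeq2 over the list alone or over all genes, with 1, Foxp2, at an unadjusted p under 0.05. The count over the list alone was 1 without GTE control 1. Of the 10 genes of the dissociation list, 9 were lower in the D1Tom cKO libraries and Hspa1b was higher (log2 0.58), and all had an edgeR adjusted p of 0.998. Fos was at 539 CPM in control 1 and at 53.7, 61.9 and 50.8 CPM in control 2, cKO 1 and cKO 2 (log2 -2.30). Without control 1 its fold change was 0.075, and without control 2 it was -3.15 with an edgeR adjusted p of 0.0124, in a range of 0.0124 to 1.00. In GTE, Fos had a log2 fold change of -1.70 (edgeR adjusted p 0.603). Over 13 alternatives the GTE change ran from -2.26 to -0.80, with 1 of them under the adjusted threshold.

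Within the 12 D1Tom cell types edgeR called 5 differences. In upper layer-like cells Cartpt was higher (38.9 and 41.3 against 120 and 117 CPM, log2 1.54, SE 0.16, edgeR adjusted p 0.0434). In unnamed cluster 2, which is led by haemoglobin and mitochondrial genes, 3 genes were lower. They were mt-Co2 (192 and 534 against 19.6 and 58.6 CPM, log2 -3.14, edgeR adjusted p 0.00365), Drd (log2 -2.05, 0.0109) and Sfxn1 (810 and 780 against 355 and 285 CPM, log2 -1.30, 0.00952). In unnamed cluster 4 mt-Co2 was lower (273 and 420 against 31.3 and 41.8 CPM, log2 -3.32, edgeR adjusted p 0.0016). Cartpt and mt-Co2 in cluster 4 passed in each of 10 alternatives. Drd and Sfxn1 in cluster 2 did not pass without cKO 2 (edgeR adjusted p 0.311 and 0.154, the highest of ranges from 6.69e-07 and 5.36e-10), and mt-Co2 in cluster 2 did not pass by DESeq2 (adjusted p 1.00, in a range from 7.06e-53). The replicate block moved the number of calls most among the fits of all libraries, to 956, of which 484 were in cluster 7, and DESeq2 gave 41. The number was 96 without cKO 1, 72 without cKO 2, 171 without control 1 and 2167 without control 2, of which 1355 were in astrocyte-like cells. In the other types no gene passed edgeR's threshold, with 33 to 458 genes at an unadjusted p under 0.05. DESeq2 called up to 15, in interneuron-like cells. Cluster 18, which Pbx3 leads, was 25 of 353 and 3 of 175 interneuron-like cells in the controls. In the cKO libraries it was 109 of 432 and 67 of 187. Differences in this type may thus follow its share of cluster 18, which was examined only for Foxp2, Drd and Sfxn1. The genes with the smallest p in these other types did not pass. They were Igfbpl1, H2-DMb1 and Ifitm3 in astrocyte-like cells, mt-Co2, mt-Atp6 and Rbm19 in Cajal-Retzius-like cells, Zic1, Pbx3 and Meis2 in interneuron-like cells, and RP23-35I10.4, Dlx2 and mt-Co2 in oligodendrocyte precursor-like cells. In layer 6 corticothalamic-like cells they were Foxp2, Drd and Rprm. Rprm is a marker that named the type, and it passed by DESeq2 (adjusted p 0.0332) and with the block in edgeR (5.76e-07), in a range of 5.76e-07 to 1.00. In the unnamed clusters they were Sfxn1, Drd and mt-Co2 (cluster 11), Npy, Igfbpl1 and Atn1 (cluster 13), Dlx5 and Abracl (cluster 7) and Drd, Foxp2 and mt-Co2 (cluster 8). With the block all of these passed edgeR's threshold in their type except Ifitm3, Rbm19, RP23-35I10.4 and Atn1. The blocked edgeR adjusted p values ran from 4.44e-50 for mt-Co2 in cluster 11 to 0.0215 for H2-DMb1, and Sfxn1 in cluster 11 moved from 0.0555 to 1.55e-24. Since the false calls of the blocked fit were not simulated, these values do not measure how certain the differences are.

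Over all GTE cells edgeR called 4 of 12042 genes, 1 higher and 3 lower, with 629 at an unadjusted p under 0.05, whereas DESeq2 called 0, with 398. Kif20b, the gene that passed the naming rule, was at 1.31 and 3.28 CPM in the controls and 34.1 and 12.9 CPM in the cKO libraries (log2 2.91, SE 0.63, edgeR adjusted p 0.0322). The others, chosen after their values were seen, had most of their counts in control 1. Ctla2a was at 19.9, 2.66, 0 and 0.884 CPM (log2 -5.01, edgeR adjusted p 0.000286) in control 1, control 2, cKO 1 and cKO 2. Cldn5 was at 38.9, 2.25, 0 and 4.24 CPM (log2 -3.59, edgeR adjusted p 0.00929), and Slc22a15 at 92.1, 10.7, 16.2 and 8.84 CPM (log2 -2.66, edgeR adjusted p 0.0371). Of the Cldn5 and Ctla2a counts in control 1, 237 of 237 and 115 of 121 came from 8 endothelial-like cells. Without control 1 none of the 4 passed (Kif20b 2.53, Ctla2a -2.53, Cldn5 0.021 and Slc22a15 -0.017 on the log2 scale). Without cKO 1 none of the 4 passed either (edgeR adjusted p 0.956 for Kif20b, 0.118 for Ctla2a, 1.00 for Cldn5 and 0.881 for Slc22a15). Kif20b was also lost without control 2 (0.124), and Slc22a15 without cKO 2 (0.127). Over the alternatives the adjusted p ranged from 0.0023 to 1.00 for Kif20b, 2.20e-07 to 1.00 for Ctla2a, 7.29e-08 to 1.00 for Cldn5 and 9.70e-07 to 1.00 for Slc22a15. The number of genes called was 8 without cKO 1, 27 without cKO 2, 1 without control 1 (Sv2b), 8 without control 2, and 18 with no filter on low counts, the setting that moved it most among fits of all libraries.

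Within the 8 GTE cell types 0 genes passed by edgeR or by DESeq2, with 1 to 303 genes per type at an unadjusted p under 0.05 by edgeR. The number was 25 without cKO 1, 1893 without cKO 2, 11 without control 1 and 96 without control 2, and 49 with no filter on low counts. The genes with the smallest p did not pass. They were Slc22a15, Fam19a2 and Fos in astrocyte-like cells, Tra2a, F3 and Yipf4 in blood-like cells, Fos, Mturn and Snx2 in oligodendrocyte precursor-like cells, and Ktn1, Pim3 and Col9a3 in oligodendrocyte-like cells. In the unnamed clusters they were Krit1, Sf3b3 and Ptpre (cluster 0), Adarb2, Slc22a15 and Sufu (cluster 1), Hes1, Pdgfra and Olig2 (cluster 4) and S100a10, Ncapg and Sf3b3 (cluster 7).

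A genotype effect averaged over both sorts was tested over all 8 libraries. Such an effect can come from 1 sort alone, so a call does not show that both sorts share it. Of 14026 genes, 0 passed by edgeR, with 436 at an unadjusted p under 0.05, and 5 passed by DESeq2, among them Igfbpl1, Pbx3 and Sp8, which were higher, and Drd, which was lower (chosen after their values were seen). The number was 1 without D1Tom cKO 2, which was Prrxl1, and 1 with the block, which was mt-Atp8 (log2 11.86). The smallest p belonged to Igfbpl1, Pbx3 and Sp8 (log2 1.92, 1.34 and 1.85, each with an edgeR adjusted p of 0.933), which did not pass and which lead cluster 18 in D1Tom. Foxp2 had -0.90 and Drd -1.33 on the log2 scale. With 1 library left out, Foxp2 ran from -1.11 to -0.42, the weakest without GTE control 2, and Drd from -1.48 to -1.15. For the interaction of genotype and sort 0 genes passed by edgeR, with 452 at an unadjusted p under 0.05, and 6 by DESeq2. Kif20b and Piezo2 were among the genes with the smallest p and did not pass (edgeR adjusted p 0.941).

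Cell type composition was compared in shares of all clustered cells. In D1Tom 1 of 18 types passed edgeR's threshold, which was unnamed cluster 22. It held 4 and 1 cells in the controls and 71 and 23 in the cKO libraries, or 0.125% and 0.0418% against 2.52% and 0.747% (log2 4.17, SE 1.01, edgeR adjusted p 0.00371). Its leading genes include Sfrp1, Naaa, Veph1, Fgf15 and Pax6. It did not pass without cKO 1 (log2 3.04, edgeR adjusted p 0.315) or without control 2 (log2 3.67, 0.140), and with clusters by number its adjusted p was 0.174. Over the 8 alternatives that kept this grouping of cells, those without cKO 1 and without control 2 included, the edgeR adjusted p ranged from 0.00105 to 0.315, with 6 under 0.05. The block moved the number of types most, to 3, adding upper layer-like cells and cluster 2. Upper layer-like cells made up 7.95% and 10.4% of the controls and 3.34% and 1.62% of the cKO libraries (log2 -1.88, edgeR adjusted p 0.231). They passed in 2 of 9 alternatives, with the block (0.0277) and among neuron-like cells only (log2 -1.36, edgeR adjusted p 0.0334), in a range of 0.0277 to 0.629. Cluster 2 made up 6.30% and 2.21% against 11.6% and 15.3% (log2 1.65, edgeR adjusted p 0.275, with the block 0.033, the 1 of 8 alternatives under 0.05, range 0.033 to 0.687). Layer 6 corticothalamic-like cells made up 5.93% and 4.34% against 3.20% and 2.69% (log2 -0.80, edgeR adjusted p 0.714). Over 9 alternatives their log2 change ran from -1.01 to -0.16. By the exact permutation test 7 of the 18 types reached the smallest p possible, 0.333, as 1 of 3 would by chance. In GTE 0 of 13 types passed by edgeR, the only tool run, with 0 at an unadjusted p under 0.05, and 4 reached the permutation minimum. Without GTE cKO 2, unnamed cluster 13 passed (log2 7.15, edgeR adjusted p 0.0222). GTE cKO 1 had 68.4% named glia-like cells, against 10.7%, 19.3% and 14.3% in control 1, control 2 and cKO 2.

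**Figure D3:**
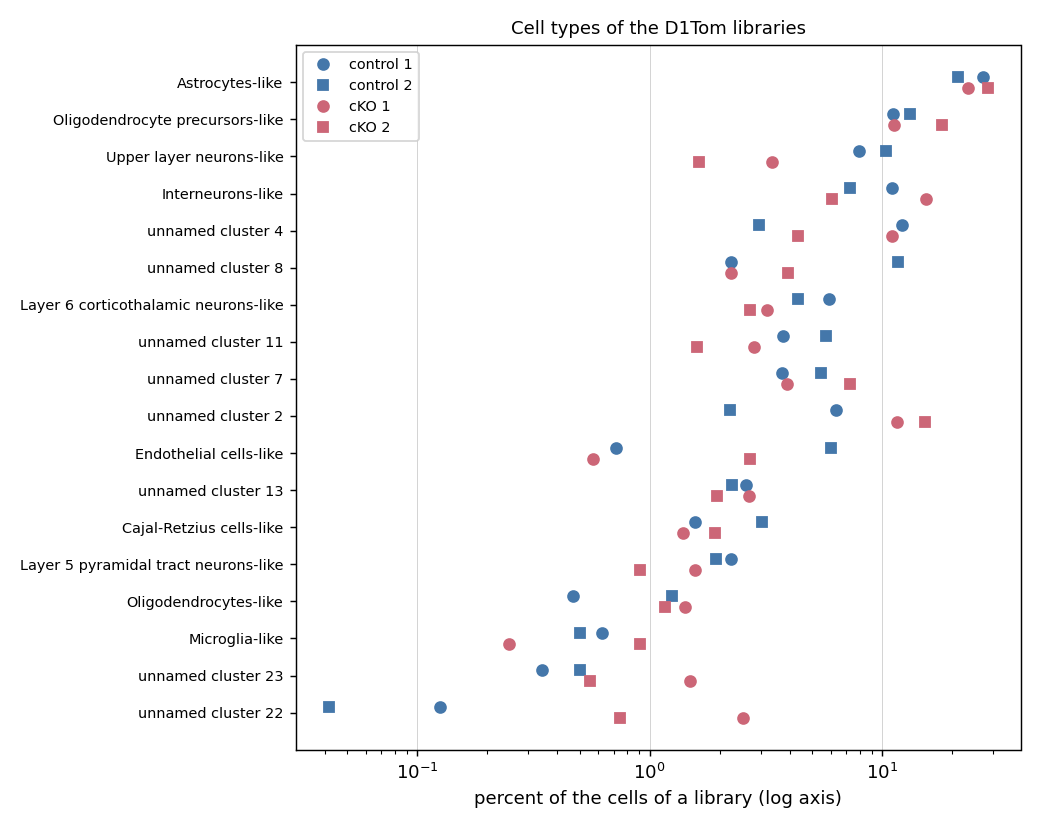
Percent of cells per D1Tom library on a log axis for 18 cell types. Unnamed cluster 22 lies at 0.125% and 0.0418% in the controls and at 2.52% and 0.747% in the cKO libraries.

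Between the control libraries of the sorts, 1 of 6 shared types passed edgeR's threshold. Endothelial-like cells made up 0.717% and 6.05% of the D1Tom controls and 0.206% and 0.133% of the GTE controls (GTE over D1Tom, log2 -4.28, SE 1.34, edgeR adjusted p 0.0463). This did not pass without D1Tom control 1 (0.267), D1Tom control 2 (0.664), GTE control 1 (0.158) or GTE control 2 (0.108), nor with doublets left out (0.0528), which set the edgeR adjusted p range of 0.0528 to 0.664 over 5 alternatives. The number of types past the threshold was 0 without D1Tom control 1, D1Tom control 2 or GTE control 1, and 1 without GTE control 2, where the type was Cajal-Retzius-like.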

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

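Both tests of this part were chosen only after the result was seen. Tac1, a gene of the fixed list, moved in opposite directions in the 2 sorts. In D1Tom both cKO libraries (2.03 and 2.01 CPM) lay below both controls (2.20 and 3.28 CPM, log2 -0.38), and in GTE both cKO libraries (10.8 and 6.37 CPM) lay above both controls (3.61 and 4.71 CPM, log2 0.62). The difference between the sorts was tested as an interaction and was 1.01 on the log2 scale (SE 0.61) with an edgeR adjusted p of 0.941, in a range of 0.426 to 1.00 over 13 alternatives, so it did not pass. Opposite orders of this kind were looked for in 26 genes and 6 cell types. Tac1 was the single case, where chance alone gives 1.78 at 5.56% each. Without D1Tom control 2 the D1Tom change was -0.0052, and without D1Tom control 1 it was -0.68, so it rested on control 2. Counting cells with at least 1 count turned the D1Tom change to 0.14, and giving each cell type its mean share made it -0.88. At about 2 CPM in D1Tom neither value decides, so values counted more than once, other shares of cell types and an effect of the genotype cannot be told apart. Over 14 alternatives the D1Tom change ran from -1.59 to 0.14 and was lower in 13, so its size is uncertain. The pattern may be chance, since another unit or leaving out control 2 brought the D1Tom change near 0. No group held enough libraries to look for outlying ones.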

How the results depend on the processing

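The tests with a local DESeq2 trend, with numbers of cells with at least 1 count, with equal cell type shares for numbers of genes, with the doublet threshold and with clusters by number were chosen only after the result was seen. Of 208 values of the 19 results that answer a comparison, 144 kept their direction and side of the threshold, 3 rose past it, 2 reversed and 59 moved. Of 420 values of 36 single genes and cell types, 334 kept both, 42 fell short of the threshold, 37 rose past it and 7 reversed. Except where stated below, the cause was not tested.

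By DESeq2 the number of genes was 20 over all D1Tom cells, 0 over GTE, 41 in D1Tom types, 5 over both sorts and 6 for the interaction. With a local trend it was 50, 3, 89, 6 and 7 in that order and 9 in GTE types. Of the 20 genes DESeq2 called in D1Tom, 19 were shared with the local trend. DESeq2 also moved Drd in D1Tom past the threshold (log2 -1.38, and -1.37 with a local trend), and the local trend did so for Foxp2 (-0.67). Without a filter on low counts the number was 18 in GTE, 302 in D1Tom types and 49 in GTE types. In GTE it was 0 with all 8 libraries in 1 fit, 1 in numbers of cells with at least 1 count, 0 with doublets left out and 11 with equal cell type shares. With clusters by number 0 D1Tom clusters passed the composition test, and with doublets left out 0 types differed between the sorts in controls.

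With the replicate block, which pairs the D1Tom libraries, the number of genes was 1 in D1Tom, 956 in D1Tom types and 1 over both sorts, and the number of D1Tom cell types in the composition test was 3. Within cell types it also moved most of the genes named for their smallest p past the threshold. Beyond these, the fixed list below and the single genes and cell types given with the results, the block changed no other reported call in D1Tom. The blocked fit was not tried on simulated counts, so how many of its calls are false is unknown. In GTE the same-numbered libraries share only a number, and their deviations had a correlation of -0.352 across 12042 genes. With the block GTE gave 0 genes.

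For the fixed list in D1Tom, the number over the list alone was 3 by DESeq2 with either trend, with equal shares, without the filter and with the block, and 2 in numbers of cells with at least 1 count and with doublets left out. Over all genes it was 1 by DESeq2 and 3 with a local trend. The difference in thinned Drd shares was -2.33 percentage points in D1Tom at 1000 counts, -1.51 at 500 and -5.89 at 2000. In GTE it was -0.105 at 1000 counts, 0.0462 at 500 and -0.328 at 2000. Deeper thinning keeps more counts per cell by construction, so shares rise with it.

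Leaving out each library in turn leaves an arm with 1 library, which is assumed to vary like the other group. The number of genes then ran from 0 to 6 in D1Tom, 1 to 27 in GTE, 72 to 2167 in D1Tom types, 11 to 1893 in GTE types, 0 to 1 over both sorts and 0 to 0 for the interaction. Types in the composition tests ran from 0 to 1 in D1Tom, in GTE and between the sorts. Foxp2 ran from -0.79 to -0.55 in D1Tom and from -1.85 to 0.081 in GTE, reversed without control 2. Drd ran from -1.45 to -1.29 in D1Tom and from -1.78 to -0.33 in GTE. The fixed list over itself ran from 1 to 2 in D1Tom and from 0 to 1 in GTE, and over all genes from 0 to 0 in both.

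Single genes reversed in 7 cases. In numbers of cells with at least 1 count, Sfxn1 was 0.034 and Tac1 0.14 in D1Tom. For Sfxn1 that measure is close to its ceiling, since 82.3% to 99.5% of the cells of a library had a count, so its sign says little. With 1 library left out, Fos in D1Tom ran from -3.15 to 0.075, reversed without control 1, and Cldn5 in GTE from -10.25 to 0.021, reversed without control 1. The interaction for Foxp2 ran from -1.15 to 0.69, reversed without GTE control 2. For Drd it ran from -0.40 without GTE control 1 to 0.94, and it was also reversed without GTE cKO 2, at -0.29.

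The alternatives restricted to neuron-like cells were not run for GTE or between the sorts, since GTE held 50 such cells and control 1 had 0. Doublets by the automatic threshold were replaced by the ranked scores. Median counts per cell ran from 1085.5 to 2982 in GTE and from 7198 to 12815 in D1Tom, and the thinned Drd shares of GTE rest on 2 to 5 cells per library. In simulated counts at the depth of the data, edgeR found 75 of 200 changed genes in GTE (12042 genes) and 165 in D1Tom (14508 genes) with the spread of the data, and 197 and 192 with a low spread. The spread between libraries rather than depth thus limited these simulated tests.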

Other observations

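The tests of values counted more than once for Drd, of cell type shares for Emx1, of the 3 explanations for Sfxn1, of ventricular tissue and of dividing cells for Kif20b were set before their values were seen. The tests of cell type shares and sex for Drd, free RNA, cluster 18, the Cre insertion, Fos, the frequency of values, mt-Co2, the GTE cKO 1 batch, endothelial cells (for Cldn5, Ctla2a and Slc22a15) and the splits of libraries were chosen only after the result was seen.

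Drd was lower in both D1Tom cKO libraries. Other shares of cell types are argued against as the whole cause, since with each type at its mean share the log2 fold change was still -1.17. Values counted more than once are argued against too, since in numbers of cells with a count it was -0.99. The sex of the animals cannot be told apart from genotype on 1 library, although the female cKO 1 library over the female control 1 of its batch gave -1.26. An effect of Foxp2 loss, the sex of cKO 2 and the transgene discussed next stay open.

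Because the D1Tom reporter is a bacterial artificial chromosome that carries the Drd1a locus, Drd counts may include transcripts of the transgene. Sfxn1, the next gene to Drd1, was 6.66 times higher in D1Tom than in GTE controls among oligodendrocyte precursor-like cells, 8.96 times among astrocyte-like and 5.41 times among microglia-like cells, which is consistent with transcripts from the transgene. The sorts differ in depth as well, and over all cells other neighbours had ratios from 0.988 to 10.2 (Syk), against 9.55 for Sfxn1. Syk was at only 2.03 and 2.14 CPM in the D1Tom controls, so its ratio rests on few counts. Nfil3, at 7.86 and 6.56 CPM, had a ratio of 6.39, and Cplx2, at 386 and 395 CPM, had 1.12. Whether the ratio is specific to Sfxn1 thus cannot be told from these neighbours. A change over the whole neighbourhood is argued against, since only 4 of the 14 other tested neighbours were lower in both cKO libraries, with fold changes from -0.50 to 0.28. Fewer copies of the transgene in the cKO animals cannot be told apart from a change in its expression. The log2 ratio of Sfxn1 was -0.35 in interneuron-like cells without cluster 18, -0.38 in endothelial-like, -0.87 in microglia-like and -1.52 in astrocyte-like cells, so it neither vanished nor stayed equal. In microglia-like cells the groups overlapped, at 400 and 1052 CPM in the controls and 387 and 409 CPM in the cKO libraries. The -0.87 thus rests on control 2, which also raised the 5.41-fold ratio between the sorts. By edgeR Sfxn1 was lower in all 12 fitted D1Tom types, from -1.49 to -0.51, and 10 of the 12 passed with the block. Drd itself had a log2 ratio of only -0.10 in interneuron-like cells without cluster 18, where the groups overlapped. Over all GTE cells Sfxn1 had a log2 fold change of -0.044 (SE 0.60), and the interaction of genotype and sort was 1.01 (SE 0.57, edgeR adjusted p 0.941), which did not pass.

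Drd counts also appeared in glia-like D1Tom cells. The thinned shares in the 4 glia-like types did not differ beyond counting error (permutation p 0.215, 100000 draws), although 2 of the types held only 45 and 32 cells. Endothelial-like cells had a count in 0 of 168 control cells, and with them the permutation p was 0.151. Without thinning, Drd was at 5.77 and 6.46 CPM in endothelial-like cells of the controls, against 12.7 and 27.5 CPM in astrocyte-like and 14.7 and 41.8 CPM in oligodendrocyte precursor-like cells. Free RNA from other cells and transcripts of glia themselves, those of the transgene included, cannot be told apart on these few cells with a count.

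Foxp2 was higher in interneuron-like cells of the cKO libraries. Of its counts in cKO 1, 238 lay in cluster 18 and 17 outside it, and in cKO 2 95 and 5. Without cluster 18 the groups overlapped (2.71, 16.4, 5.47 and 3.95 CPM in control 1, control 2, cKO 1 and cKO 2, from 10, 39, 17 and 5 counts). The log2 ratio of mean CPM was then -1.02, which rests on control 2, since without that library it was 0.80. Whether more cells of cluster 18 account for the whole rise stays open on these few counts. In cluster 18 itself Foxp2 was at 294, 137, 342 and 107 CPM in control 1, control 2, cKO 1 and cKO 2, from only 25 and 3 control cells. Over all D1Tom cells the log2 ratio was -1.07 without cluster 18, against -0.67 in the fit with it, which is consistent with cells of that cluster keeping Foxp2 and lessening the difference.

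Clusters 22 and 18 held more cells in the cKO libraries. Cluster 22 passed edgeR's test among the named types and unnamed clusters, where cluster 18 counts as interneuron-like. With clusters by number neither passed (edgeR adjusted p 0.174 for cluster 22 and 0.349 for cluster 18). Tissue next to the ventricle in the dissection was tested with 5 genes fixed for each cluster. Of these 10, 6 were at least 2-fold higher than in the other cells (Dcx, Sox11 and Ccnd2 in cluster 18, Vim, Sox2 and Slc1a3 in cluster 22), while Cd24a, Stmn2, Nes and Hes1 were not. Other cortical cells express several of these genes, so a dissection difference and an effect of genotype cannot be told apart.

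Emx1 was lower in the D1Tom cKO libraries. Other shares of cell types are argued against as the whole cause, since with equal shares the log2 fold change was -0.79. Its median over the D1Tom cell types was -0.96, which is consistent with 1 of 2 copies altered by the Cre insertion. An effect of Foxp2 loss on Emx1 stays open. In GTE the fold change was -1.25 (edgeR adjusted p 0.896), which did not pass. It was -0.69 without GTE cKO 1 and -2.03 without GTE cKO 2.

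Fos was at 539 CPM in D1Tom control 1 and at 50.8 to 61.9 CPM in the other D1Tom libraries. It was at least 2-fold over each of them in 11 of the 12 fitted cell types, all but layer 6 corticothalamic-like cells, which is consistent with handling of that whole library. A shared preparation batch is argued against, since control 1 was 8.72 times above cKO 1 of its own batch. No biological explanation was tested.

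Values of 2, and in GTE of 3, were unusually frequent in the count tables. In the 2 batch 1 D1Tom libraries values of 4 were 1.53 and 1.43 times the mean of 3 and 5, against 0.914 and 0.786 in batch 2, which is consistent with sums over sequencing runs whose molecules were counted apart. For these libraries reads counted in place of molecules are argued against, since of the rare-gene values at most 2.22% were 3. For GTE this cannot be told apart, since there 11.9% to 27.7% of the rare-gene values of the 4 libraries were 3. No biological explanation was tested.

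The fall of mt-Co2 in the D1Tom cKO libraries was not shared by most other mitochondrial genes compared. The gene mt-Atp8 was not among those compared, and without cKO 1 its D1Tom log2 fold change was 12.78. Of the 11 others compared only mt-Co3 was lower (log2 -0.63). It fell within each batch, from 418 to 345 and from 321 to 125 CPM, but its groups overlapped. Only mt-Co2 of the 12 lay below both controls in both cKO libraries while 7 lay above. Less mitochondrial RNA is therefore argued against, where chance gives either order in 1 of 3 cases. Reads shared with nuclear copies cannot be told apart, since alignments were not used here. The 2 controls themselves differed 2.88-fold in mt-Co2, more than in the 11 other genes. Replicate 2 was the higher in both groups (8.75 CPM in cKO 1 and 32.0 CPM in cKO 2).

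In GTE, 237 of 237 counts of Cldn5 and 95.0% of those of Ctla2a in control 1 came from 8 endothelial-like cells, which is consistent with their presence in that library as the source of both differences. For Slc22a15 this is argued against, since 1.43% of its counts came from them. Kif20b stayed 2.52 higher on the log2 scale without the cell-cycle cluster, so more dividing cells in that cluster are argued against as the whole cause. GTE cKO 1 differed from the other GTE libraries, with 68.4% named glia-like cells. The genotype is argued against as the cause, since GTE cKO 2 had 14.3% and lay between the controls at 10.7% and 19.3%. A separate library batch cannot be told apart from other differences of that single library, such as its animal or its sort. The deposited batch column names a batch for GTE cKO 1 and repeats the library's name for each of the others.

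Over both sorts the real grouping of the 8 libraries gave 0 genes, so all 34 splits that could be fitted, the real one included, gave as many by construction, and that count says nothing. At an unadjusted p under 0.05, 15 of the 34, again with the real one among them, gave as many genes as its 436, so chance cannot be excluded. They include the split of all replicates 1 against all replicates 2, which follows the D1Tom batches and gave 0 genes after adjustment and 775 at that level. With the block the real comparison gave 1 gene.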
